A study of Drosophila melanogaster with 8 samples. Its data were reported in "Fruitless decommissions regulatory elements to implement cell-type-specific neuronal masculinization" (2021).

How the data were processed

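Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open DNA. The material was central brain neurons of adult Drosophila melanogaster, sorted by flow cytometry on a GFP reporter of fruitless (fru) transcription. The 4 groups followed from sex and reporter status, named here male fru+, female fru+, male fru- and female fru-. The fru gene encodes the FruM transcription factor, whose protein is made in male neurons that transcribe fru. Kenyon cells that transcribe fru were kept out of the GFP-positive sort by a GAL80 transgene, and therefore fell in the fru- pools, so the male fru- pool was not free of such cells. Each group had 2 replicates, 8 samples in all. Groups were taken from the sample titles. For the female fru+ and male fru- samples the free-text description named the other group of this pair, and the closing section gives the test of that conflict.

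According to the methods of the study, the authors trimmed adapters with cutadapt, aligned read pairs to dm6 with Bowtie2, removed duplicates with Picard and kept reads that passed a mapping quality filter. Peaks were called by the authors with MACS2 at an FDR threshold of 0.001, and the software versions were not stated. A shift of reads to the transposase cut site was not described. The authors deposited 4 peak lists, 1 per group, and the labels describe each as made from both replicates pooled. The names of single peaks carry 1 replicate instead, replicate 1 in both male lists and replicate 2 in both female lists, and which holds was not settled. If the names hold, sex and sorting session cannot be separated in any comparison of male with female lists. In each list the deposited fold enrichment is the ratio of the summit pileup to the local background. The p-value and the q-value of each peak were deposited by the authors on a -log10 scale. The last column is the distance of the summit from the start of the peak. These values per peak are the authors' own and were used to describe, rank or filter peaks within a list.

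Because each group had 1 list, no value per replicate was analysed here. There is no replicate error and no test between groups, and every difference below is a comparison of 4 lists. Shares carry 95% Wilson intervals, which cover counting error only. PCR copies that escaped duplicate removal and differences between sorts or libraries lie outside these intervals. Read counts per sample were not analysed here. The genome background of each list, in fragments of coverage, was recovered from the fold and the p-value of its peaks, since MACS2 computes both from the summit pileup and the local background. This worked for 11307 of 11307 peaks in male fru+, 11218 of 11224 in female fru+, 11217 of 11218 in male fru- and 11605 of 11607 in female fru-. The backgrounds were 18.0 for male fru+, 14.3 for female fru+, 18.9 for male fru- and 16.4 for female fru-, so the female fru+ list was the shallowest. A deeper list can call weaker peaks, and a peak missing from a list may lie just under its threshold.

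Peaks on 2L, 2R, 3L, 3R, 4 and X were merged across lists into regions wherever they overlapped by at least 1 bp. A region counted as present in a list when at least 1 peak of that list overlapped it. The strength of a region was the highest percentile rank, by -log10 q within its list, among its peaks. Merging hides differences inside a region, such as a wide peak in 1 list and a narrow one in another. Genes and transcripts came from Ensembl release 115 (BDGP annotation 6.54), whose coordinates are those of dm6. Transposable elements were left out. A region was assigned to a promoter when it came within 50 bp of a transcription start site, otherwise to a 5' UTR, 3' UTR, other exon, intron or intergenic sequence, in this order. The nearest gene was that with the nearest start site.

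Chance overlap was measured by placing every peak at random on its chromosome 100 times. Shares of a pattern on X, at promoters, near a gene family or with a sequence motif were set beside 10000 random lists of regions of the same size, matched on decile of strength. For regions discordant in a pair, this matching took strength from the lists of the pair alone. The percentile among these lists describes the lists and is not a test between groups. The adhesion family comprised genes whose symbol begins with 1 of 8 prefixes (dpr, DIP-, beat-, side, robo, Dscam, Toll-, Ten-). For each gene the mean number of peaks in the fru+ lists minus that in the fru- lists was ranked among genes of the same length decile. Named loci were 16 genes fixed before the data were examined, and the 5 regions of highest strength in each of 4 patterns (male fru+ only, absent from male fru+ only, both fru+ lists only, both male lists only). For the absence pattern, strength was the lowest rank among the 3 lists that hold the region.

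Alternatives fixed before the data were examined were a stricter threshold (-log10 q of at least 5), lists shortened to equal length, regions of strength above 50 only, a cover of at least 50% of the region, merging of peaks within 200 bp, windows of 100 bp on both sides of the summits, autosomes only, promoters of 500 bp, assignment to the adhesion family by gene body, a shorter GAGA motif, and covered bp in place of peak number in fru. Peaks scored at a common depth and a background of genes of at least 100000 bp were added after the lists had been seen. Differential accessibility from reads, as in the study, was not analysed here, nor were matrices of Fru binding motifs.

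The scripts used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and BLAST+ 2.17.0 for copies of a sequence (at least 90% identity over at least 80% of its length). They were tested on simulated data. All 6000 implanted overlap patterns and all 1000 simulated summit pileups were recovered. Of 200 lists unrelated to the flag tested, 8 fell outside the central 95% of the matched random lists, and 200 of 200 lists drawn with a weight of 2 on that flag lay above percentile 97.5.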

Results

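ATAC-seq peak lists were compared across 4 groups of central brain neurons, male fru+, female fru+, male fru- and female fru-, with 1 list per group, described as pooled from 2 replicates. There is no replicate error for any value below. The lists held 11295 peaks in male fru+, 11217 in female fru+, 11206 in male fru- and 11602 in female fru- on the X chromosome and the autosomes. The median peak width was 542 bp, 532 bp, 545 bp and 535.5 bp in the same order. Peaks covered between 7.59 Mb in female fru+ and 7.89 Mb in female fru-. The recovered genome background, which follows depth, was 18.0 in male fru+, 14.3 in female fru+, 18.9 in male fru- and 16.4 in female fru-. The deepest list therefore held the fewest peaks.

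The first question was how much of the accessible genome the groups shared. Merging gave 14709 regions, of which 8256 were present in all 4 lists (56.1%, 95% Wilson interval 55.3 to 56.9). When peaks were placed at random within chromosomes, 0.168% of regions were in all 4 lists on average, with a maximum of 0.223% across 100 placements. Another 3053 regions (20.8%) were in 1 list only, 1827 were in 2 lists and 1573 were in 3. Of the regions of each list, the share present in all 4 ranged from 72.6% in female fru- to 75.2% in female fru+. Shared regions were stronger, with a median strength percentile of 68.5 against 8.74 to 14.7 for regions of a single list. The alternative that moved the shared proportion most was the restriction to regions of strength above 50, which raised it to 96.3%. Among shared regions 59.5% overlapped a promoter (58.5 to 60.6), against 38.0% of all regions. Random lists of the same strength had 57.3%. These lists were drawn from all regions, and 6276 of the 6516 regions of strength above 50 were themselves shared. Strength and sharing therefore cannot be told apart by this comparison.

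Pairs of lists differ by FruM protein, fru transcription or sex. Male fru+ and male fru- differ in both FruM and fru transcription apart from Kenyon cells, and 3654 of their 12876 regions were in only 1 of the 2 lists (28.4%, 27.6 to 29.2). Male fru+ and female fru+ share fru transcription and differ in FruM and sex, and 4152 of 13105 regions were discordant (31.7%, 30.9 to 32.5). The 2 female lists, neither with FruM, were discordant at 2944 of 12648 regions (23.3%, 22.5 to 24.0). The 2 fru- lists were discordant at 2754 of 12573 regions (21.9%, 21.2 to 22.6). The intervals of the 2 pairs with male fru+ did not overlap those of the other pairs. On autosomes alone the discordant shares were 29.4% and 30.3% for the pairs with male fru+, 23.1% for the female pair and 18.3% for the fru- pair. Discordance was high in every pair, and it was concentrated in weak regions. Among regions of strength above 50, taken over all 4 lists, the counts were 125, 182, 74 and 111 in the same order. With strength taken from the lists of the pair alone, 38 were in male fru+ and not male fru-, and 14 in the reverse. The 2 directions held 74 and 48 for male fru+ against female fru+, and 5 and 25 for female fru+ against female fru-. They held 33 and 38 for male fru- against female fru-. The order of the male pair and the fru- pair thus depended on that definition.

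**Figure D1:**
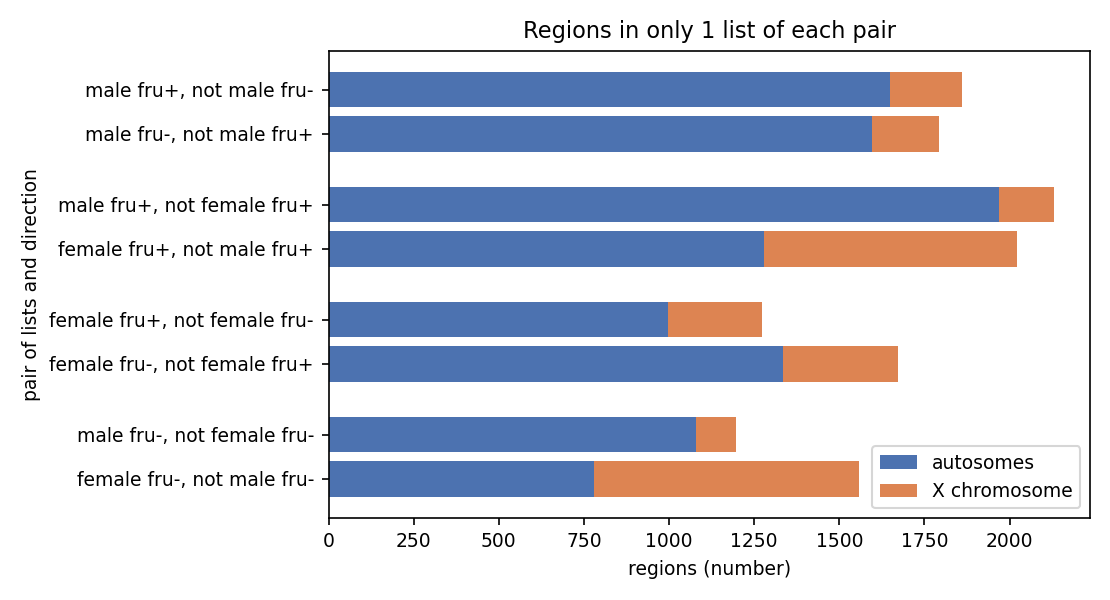
Horizontal bars give the number of regions present in only 1 list of each pair, by direction, with autosomes in blue and the X chromosome in orange. The 2 directions of a pair are adjacent, and X regions are most numerous in the female list of each sex pair, 745 in fru+ and 778 in fru-.

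Regions specific to male fru+ neurons were the main interest of the design, since FruM is made in male neurons that transcribe fru. The male fru- pool held the fru Kenyon cells, so it was low in such neurons and not free of them. Male fru+ had 1234 regions found in no other list (8.39% of all regions, 7.95 to 8.85). Regions in a single other list numbered 651 in female fru+, 488 in male fru- and 680 in female fru-. The male fru+ count was 2.04 times the mean of these 3 counts (1.89 to 2.19). Conversely, 720 regions were absent from male fru+ only (4.89%, 4.56 to 5.26), against 407 absent from female fru+ only, 226 from male fru- only and 220 from female fru- only. That is 2.53 times the mean of the 3 other counts (2.29 to 2.80). With lists of equal length the counts were 1227 and 703. Most of the male fru+ only regions were weak, with a median strength percentile of 14.7 and 20 regions above 50. In the other single-list patterns 2, 0 and 5 regions were above 50, in female fru+, male fru- and female fru-. Of the 720 absent regions, 62 were above 50 by the highest rank among the lists that hold them. By the lowest rank among these lists, used to name loci, the strongest region was at 59.8 and the next at 49.7. The count of strong absences thus depends on the rank taken.

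**Figure D2:**
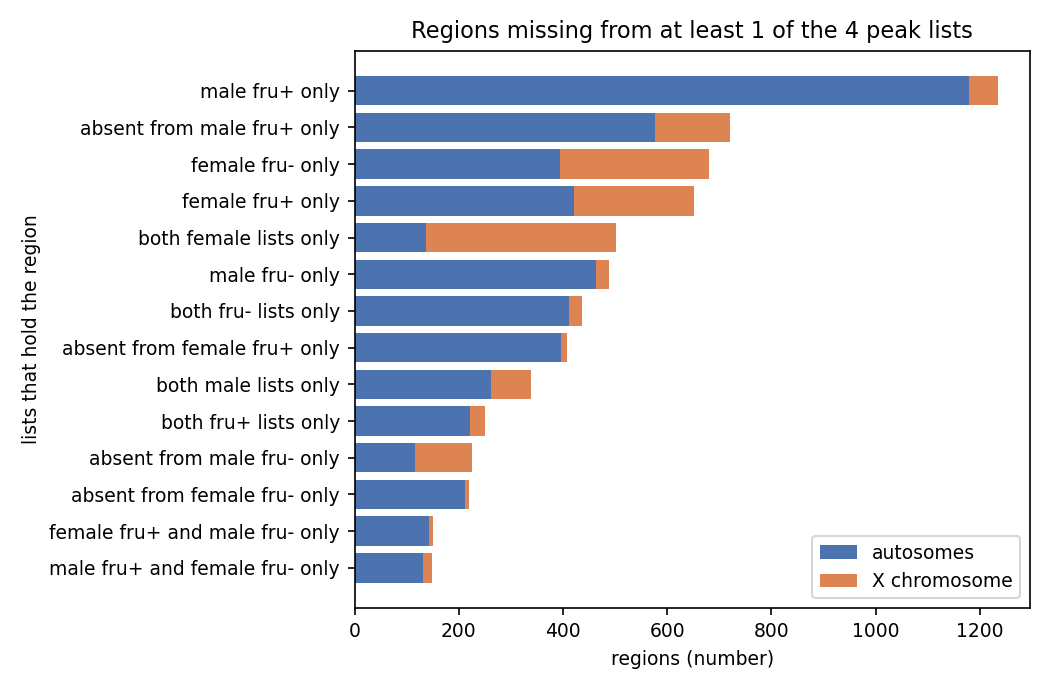
Horizontal bars give the number of regions for each of the 14 combinations of lists other than all 4, with autosomes in blue and the X chromosome in orange. The combination male fru+ only is the longest bar, with 1234 regions, and both female lists only is mostly on X, 365 of 502.

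The position of these regions relative to genes was then examined. Of the male fru+ only regions, 73 overlapped a promoter (5.92%, 4.73 to 7.37), against 10.6% in random lists of the same strength, and the percentile among these lists was 0.0. Of the regions absent from male fru+ only, 77 did (10.7%, 8.64 to 13.2), against 20.1% in random lists, again at percentile 0.0. Promoter shares below random lists also occurred in patterns without male fru+, at 5.22% in female fru+ only (3.76 to 7.21, random 8.16%) and 9.36% in both female lists only (7.11 to 12.2, random 16.9%). The share in both fru+ lists only was 5.58% (3.35 to 9.14, random 14.3%). It was not below random lists in male fru- only (10.5%, random 7.96%) or female fru- only (8.97%, random 8.72%). Regions absent from another single list did not show the same depletion. The share was 25.1% in absent from female fru+ only (random 19.1%) and 21.4% in absent from female fru- only (random 19.1%). In absent from male fru- only it was 17.3% (random 19.9%, percentile 14.7). The wider promoter definition of 500 bp raised the shares to 11.9% in male fru+ only and 14.9% in absent from male fru+ only. Genes of the adhesion family were the nearest genes of 19 of the 1161 non-promoter regions in male fru+ only (1.64%, 1.05 to 2.54) and of 8 of the 643 absent from male fru+ only (1.24%, 0.632 to 2.44). Random non-promoter lists had 2.02% and 1.47%, and the shares were at percentiles 14.9 and 32.2 of these lists. The other single-list patterns had shares between 1.78% and 2.75%.

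The 5 strongest regions in male fru+ only were nearest to genes of non-coding RNAs. The first, on X from 23282736 to 23283115, overlapped the ribosomal RNA pseudogene 18SrRNA-Psi:CR45861 (FBgn0267521), with a fold enrichment of 5.05 and a -log10 q of 283. The others were nearest to mir-10404-4, tRNA:Met-CAT-1-2, 2SrRNA:CR45864 and asRNA:CR46453. Nearest does not mean close, since the 2SrRNA:CR45864 region was intergenic and 111163 bp from that start site. The tRNA:Met-CAT-1-2 region also lay within the gene Roc2. Of these 5 sequences, 3 had a near-identical copy elsewhere in the genome, those nearest to 18SrRNA-Psi:CR45861, mir-10404-4 and 2SrRNA:CR45864. Copies were rare in the pattern as a whole, at 4 of 1234 regions. The regions absent from male fru+ only with the highest strength were nearest to Sox21a, Su(z)2, Pkcdelta, p24-1 and CG13252, and none of the 5 had a copy. The Sox21a region was intergenic, on 3L from 14108184 to 14108404 and 66 bp from the start site. Its fold enrichment was 6.43 in female fru+, 6.26 in male fru- and 6.44 in female fru-. The Su(z)2, Pkcdelta and CG13252 regions were intronic, and the p24-1 region overlapped its promoter.

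The axis of fru transcription was read from regions in both fru+ lists only, which numbered 251 (1.71%, 1.51 to 1.93). Regions in both fru- lists only numbered 436. The crossed combinations, which share neither sex nor fru status, held 150 and 149 regions. The strongest regions in both fru+ lists only were nearest to lncRNA:CR43239, CG17198, CG30269, CG15615 and CG34236. That near lncRNA:CR43239 was intergenic, on 2L from 17339810 to 17340514, with a fold enrichment of 5.83 in male fru+ and 3.57 in female fru+.

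The fru gene itself (FBgn0004652, 3R from 18414273 to 18545586, minus strand, 131314 bp) separated the fru+ from the fru- lists. It held 17 peaks in male fru+, 13 in female fru+, 7 in male fru- and 6 in female fru-. The fru+ lists together held 2.31 times as many as the fru- lists (1.22 to 4.38, from the Wilson interval of the share). Peaks covered 8601 bp, 5872 bp, 2147 bp and 1828 bp in the same order. The mean of the fru+ lists exceeded that of the fru- lists by 8.5 peaks. The largest such excess among the 1767 other genes of the same length decile was 4, as it was among 88 other genes of at least 100000 bp. In the opposite direction Rbp6 (FBgn0260943, 3L, 179439 bp), singled out after its values were seen, had a larger difference, -9.5 peaks, with 20 and 18 peaks in male fru+ and female fru+ against 29 and 28 in male fru- and female fru-. Of the regions in fru, 8 were in male fru+ only, 5 in both fru+ lists only and 3 in all 4 lists. A further 2 were absent from male fru+ only. The region of fru in both fru+ lists only with the highest rank, singled out after its values were seen, was intronic, from 18508242 to 18509738, with a fold enrichment of 4.42 in male fru+ and 4.67 in female fru+. The shared region from 18545315 to 18547454 overlapped the promoter at the 5' end of the gene.

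**Figure D3:**
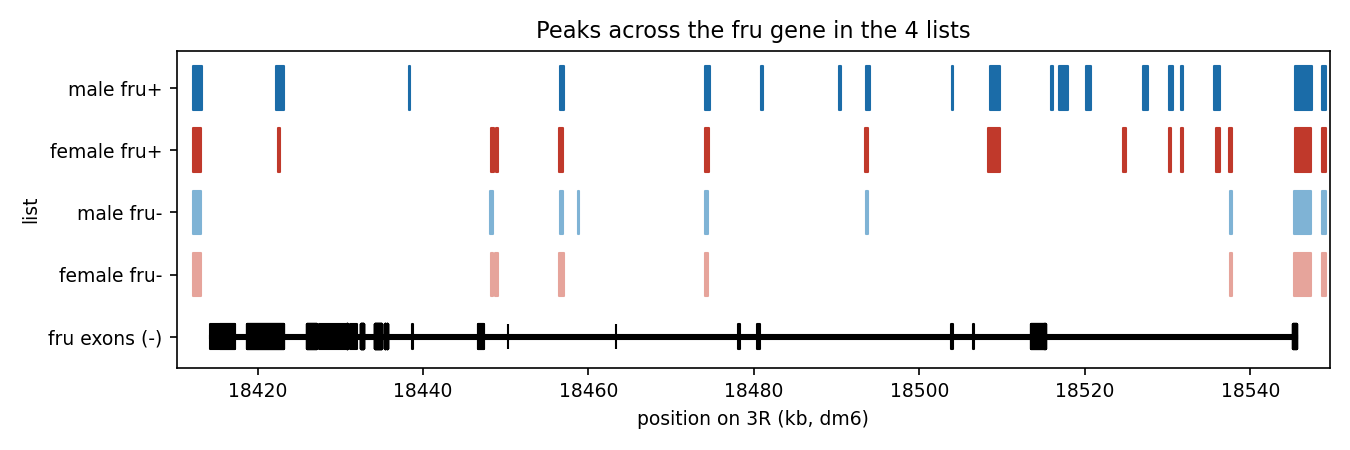
Bars mark peaks in each of the 4 lists along the fru gene, with exons in black on the lowest line and dm6 position on 3R in kb on the horizontal axis. The fru+ lists hold 17 and 13 peaks in the gene and the fru- lists 7 and 6.

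The sex axis was examined through the X chromosome, which is present in 1 copy in males. Peak names carry replicate 1 in both male lists and replicate 2 in both female lists, so sex is not separated from replicate if the lists were not pooled. X held 1696 of the 11295 peaks in male fru+ (interval 14.4 to 15.7%) and 14.9% in male fru- (14.3 to 15.6), against 20.3% in female fru+ (19.5 to 21.0) and 20.1% in female fru- (19.4 to 20.9). Of the regions discordant between the fru- lists, 896 were on X (32.5%, 30.8 to 34.3), above each of 10000 random lists, whose mean was 18.3%. By direction, 778 of 1557 regions in female fru- and not male fru- were on X (interval 47.5 to 52.4%), against 9.86% of regions in male fru- and not female fru- (8.30 to 11.7). Of the regions discordant between the fru+ lists, 905 were on X (21.8%, 20.6 to 23.1), against 17.5% in random lists. The directions again differed, with 36.8% on X in female fru+ and not male fru+ (34.8 to 39.0) and 7.52% in the reverse (6.47 to 8.71). Among regions of strength above 50, 26 of 53 in male fru- and not female fru- were on X (49.1%, 36.1 to 62.1), and 28 of 91 in male fru+ and not female fru+ (30.8%, 22.2 to 40.9). With strength taken from the lists of the pair alone, these were 24 of 33 (72.7%, 55.8 to 84.9) and 24 of 74 (32.4%, 22.9 to 43.7).

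Regions in both male lists only numbered 339, of which 78 were on X (23.0%, 18.8 to 27.8). Regions in both female lists only numbered 502, of which 365 were on X (72.7%, 68.7 to 76.4). The sequence GAGAGAGA, on either strand, occurred in 22 of the 78 X regions in both male lists only (28.2%, 19.4 to 39.0), against 12.3% in random X lists of the same strength, at percentile 100. It occurred in 26 of the 365 X regions in both female lists only (7.12%, 4.91 to 10.2) and in 15.6% of all 2719 X regions. In the X regions of all 4 lists the share was 23.2% (21.0 to 25.5), within the interval of the first share, but these regions were wider, with a median of 883.5 bp against 460 bp. The shorter GAGAGA raised the first share to 44.9%. On autosomes GAGAGAGA occurred in 9 of 261 regions in both male lists only (3.45%, 1.82 to 6.42). The strongest regions in both male lists only were nearest to CG9380, Atg5, lncRNA:CR40469, CG2157 and iav. The CG2157 and iav regions lay in 3' UTRs, within the genes CG2186 and pod1. The CG9380 and lncRNA:CR40469 regions were intergenic, 24461 bp and 63302 bp from these start sites. The CG9380 and lncRNA:CR40469 regions had copies on other chromosomes, for CG9380 on X and Y. The Atg5 region was intronic, on X from 7320637 to 7321295, with a fold enrichment of 6.38 in male fru+ and 8.55 in male fru-.

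The roX RNAs are part of the complex that raises transcription of the male X. All 4 lists held a peak at lncRNA:roX1 (FBgn0019661, X from 3857230 to 3862697, minus strand) and at lncRNA:roX2 (FBgn0019660, X from 11579065 to 11580432, plus strand), so presence alone did not separate the sexes. Covered length, a measure chosen after the lists were seen, did. Peaks covered 1725 bp of roX1 in male fru+ and 1711 bp in male fru-, against 240 bp in female fru+ and 246 bp in female fru-. In roX2 they covered 1120 bp and 1368 bp in males, and 185 bp and 199 bp in females. Fold enrichment was the highest of any peak in the merged region, which at roX2 ran past both ends of the gene (11578920 to 11580844). A summit there need not lie in roX2, and X copy number was not corrected for. In the roX2 region fold enrichment was 8.27 in male fru+ and 7.46 in male fru-, against 9.37 in female fru+ and 10.8 in female fru-. This order was therefore not read as a difference in the gene. In the roX1 region it was 7.48 and 7.84 in males, and 6.29 and 6.78 in females. Lgr3 (FBgn0039354, 3R from 25665809 to 25677214, plus strand) held no peak in either male list, and 1 peak each in female fru+ and female fru-. The 2 Lgr3 peaks were in different places, intronic in female fru+ from 25673476 to 25673877 and at the promoter in female fru- from 25665716 to 25665923. Both were weak, at percentile ranks of 4.53 in female fru+ (-log10 q 5.49) and 24.5 in female fru- (-log10 q 12.1). Their absence from the male lists is therefore not firm.

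**Figure D4:**
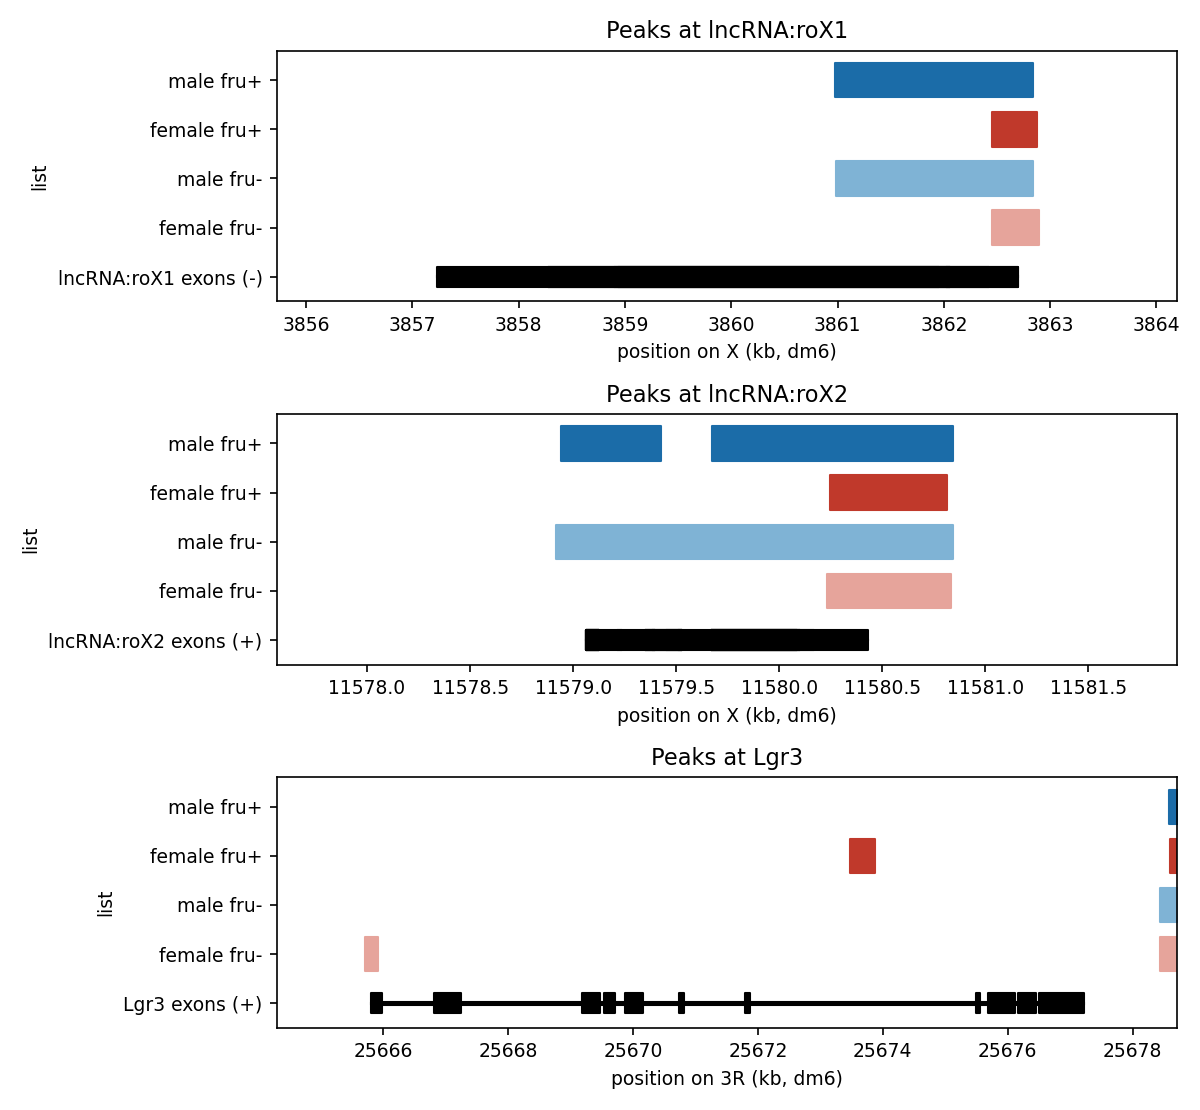
Bars mark peaks in each of the 4 lists at lncRNA:roX1, lncRNA:roX2 and Lgr3, with exons in black on the lowest line and dm6 position in kb on the horizontal axes. Male peaks reach further into the roX genes, 1725 bp and 1711 bp of roX1 against 240 bp and 246 bp in females.

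Peaks were also counted at the remaining loci fixed in advance. The pan-neuronal gene nSyb held 1 peak in each list, and the glial gene repo held none, although a list of called peaks gives no upper limit for what lies under its threshold. Sxl held 2 peaks in each list and tra held 1. There were 3, 2, 2 and 3 peaks in dsx, in the order male fru+, female fru+, male fru- and female fru-. In the same order, tei held 17, 20, 19 and 22 peaks, ey held 2, 3, 3 and 3, elav held 2, 1, 3 and 2, and robo1 held 1, 1, 1 and 2. Similar counts did not mean the same regions. In tei 8 regions were in all 4 lists, 3 were absent from male fru+ only and 2 were in male fru+ only. In both ey and myd 1 region was absent from male fru+ only, and myd also had 1 in male fru+ only. Peaks covered 2070 bp, 954 bp, 1552 bp and 1464 bp of dsx in the same order. A promoter region of cry was in all 4 lists, but only the male fru- peak reached into the gene, by 12 bp. Its neighbours vib and myd (the current symbol of CG31475) held 1 peak in each list and 2, 2, 3 and 3 peaks. Counts within genes leave out intergenic regions. Between myd and cry, the region from 19207749 to 19208010 was in female fru+ and male fru- only, at strength 8.39. That from 19201612 to 19201803 was in male fru+ only, at strength 2.67. Both were weak, whereas those from 19204137 to 19205701 and from 19210665 to 19210956 were in all 4 lists.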

Values the study reported

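At an FDR below 0.001 the study reported more than 11,000 peaks per cell type, and about 60% of peaks were called in every type. On X lay about 20% of female reads and 14% of male reads. From read counts across replicates, the study gave 1037 differential peaks for the pair of male groups, 861 for the pair of fru+ groups, and 58 for the pair of female groups. In the fru- pair it found 95, with 93 of them on X, after X and autosomes were scaled apart, and 1374 without that step. It called 436 peaks FruM-dependent, 255 of them open and 181 closed in male fru+ neurons. It counted about 44 X regions with a strong male bias.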

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

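The tests of a common depth, of the order of depth and of Y copies on unplaced scaffolds, and of Y peaks scaled to the female level, were chosen only after the peak numbers were seen.

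The number of peaks differed in opposite directions between the sexes. Male fru+ had 89 more peaks than male fru-, whereas the female fru+ minus female fru- difference was -385. Read by sex, the male minus female difference was 78 in fru+ and -396 in fru-. Peaks on X followed, with 22 more in male fru+ than male fru- and a female difference of -62. Covered sequence did the same between the sexes, at 0.116 Mb for male minus female in fru+ and -0.0911 Mb in fru-. By fru status it had the same sign in both sexes. The fru+ minus fru- difference was -0.0905 Mb in males and -0.297 Mb in females. With 1 list per group, none of these differences was tested. Depth was weighed first. Scored at a common depth, the male difference was 136 and the female difference was -336. Male fru+ also had the lower genome background of the male lists, 18.0 against 18.9, and more peaks. This argues against depth for the male difference in peak number. The lower covered sequence of male fru+ goes the way of depth. The female difference in peak number also goes the way of depth, 14.3 against 16.4. The common-depth scoring removed at most 0.973% of a list, and it tests the summit only, so depth and fru status cannot be told apart for females. A biological difference by sex or fru status stays open and untested.

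The covered length of lncRNA:roX1 was 14 bp longer in male fru+ than in male fru-, and the female difference was -6 bp. These differences are far below the width of a peak, were not tested, and no explanation was tested for them.

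Chromosome Y was outside the comparisons. It held 6 peaks in male fru+ and 7 in male fru-, against 1 in each female list. The female peaks overlapped the first male peak, at the start of the assembled Y (from 65 to 609 in male fru+). Sequence shared with other chromosomes may explain reads there in females. However, 0 of the 2 female peaks had a near-identical copy on another assembled chromosome, and both had a copy on an unplaced scaffold. All 13 male Y peaks had such a copy somewhere too. Reads of Y itself in the female samples were argued against. The female summit at the first peak was 0.666 of the male one in fru+ and 0.630 in fru-. Scaled by these factors, 9 of the 11 other male Y peaks would pass the threshold of the female lists, and 0 were called there. Sequence shared with an unplaced scaffold that is not from Y stays open, since the lists do not say to which chromosome these scaffolds belong.

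Mitochondrial DNA, also outside the comparisons, held 6 peaks in male fru+, 6 in female fru+, 5 in male fru- and 4 in female fru-. All 4 lists had them, no control without mitochondria was available here, and neither a technical nor a biological explanation was tested.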

How the results depend on the processing

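Scoring at a common depth, and the background of long genes for fru, were chosen after seeing the data. All other alternatives were fixed before. Of 146 values recomputed for the main results, 110 stayed within 1.5 times the main count, or within the 95% interval of the main share or ratio. The other 36 moved and 0 reversed. A count cannot reverse, and shares were set beside the main share and not beside random lists. The absence of reversals therefore says little about stability. The remaining 41 values, for roX peaks, named regions and the percentile of fru, stayed by the same measure. However, 4 of the 5 named regions in both fru+ lists only kept that pattern under a cover of at least 50%, and the percentile of fru is at its upper limit of 100, which says little. Where a value moved, the cause was not tested unless the construction of the alternative gives it.

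With regions of strength above 50 only, weak regions are left out by construction. Strength was the highest rank over all 4 lists here. The shared proportion rose to 96.3%. Discordant regions fell to 125 for male fru+ against male fru-, 182 for male fru+ against female fru+, 74 for the female pair and 111 for the fru- pair. The female pair had the lowest count here, whereas the fru- pair had it in the main setting. Counts were 20 for male fru+ only, 62 for absent from male fru+ only, 8 for both fru+ lists only and 35 for both male lists only. The male fru+ only count became 8.57 times the mean of the 3 other single-list counts. The X share of sex-discordant regions rose to 57.7% in fru- and 49.5% in fru+, and the GAGA share to 52.0%. Promoter shares rose to 35.0% for male fru+ only and 17.7% for absent from male fru+ only, and the adhesion share of male fru+ only was 0 of 13 regions.

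With summit windows the shared proportion fell to 43.6%, and discordant regions rose to 4560 for the female pair and 4191 for the fru- pair. The ratios for male fru+ only and absent from male fru+ only fell to 1.71 and 2.08. The X share in fru- fell to 28.1%, and the promoter shares rose to 9.75% and 17.1%. A cover of at least 50% lowered the shared proportion to 49.1% and raised the promoter share of absent regions to 14.0%. The stricter threshold raised the shared proportion to 57.0% and the male fru+ only ratio to 2.21. On autosomes alone these were 57.8% and 2.77. Equal lists lowered the X share in fru- to 30.4%.

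Promoters of 500 bp raised the promoter shares to 11.9% and 14.9%. Assignment by gene body raised the adhesion shares to 5.17% for male fru+ only and 5.13% for absent from male fru+ only. The 6-base motif raised the GAGA share to 44.9%. Merging peaks within 200 bp and the common depth moved none of the results they were run on, but the common depth removed at most 0.973% of a list and says little about depth.

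No paired analysis was possible because the lists used here give 1 set of peaks per group, and values per replicate were not analysed here. Leaving out 1 replicate at a time was not run for the same reason. Depth limits what absence means. Regions of a single list had median strength percentiles of 8.74 to 14.7, and male fru+ only fell from 1234 to 20 regions when weak regions were left out, so absence of a weak region is not firm.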

Other observations

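The tests of repeated sequence, of library differences, of X copy number by rescaling and of 3' UTRs were chosen only after the results were seen, as was the covered length of roX1. The tests of equal lists, strong regions, the label conflict and the background at fru were set before.

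The labels conflict for a pair of groups. The description of the female fru+ samples names male fru-, and the reverse. If the description were right, the list titled male fru- would have many fru peaks. It had 7, against 13 in the list titled female fru+. The planned roX test, on presence of peaks, did not separate the sexes. Covered length of roX1 did, at 1711 bp in the list titled male fru- and 240 bp in that titled female fru+. These values argue against the description, and the titles were used throughout. Each list is described as pooled, but the names of its peaks carry a single replicate, replicate 1 in both male lists and replicate 2 in both female lists. The lists alone did not settle which holds. Both sexes of a replicate were sorted in the same session, so if the names hold, each male list comes from another session than each female list. Sex and session would then be confounded in every comparison between the sexes, and this was not tested.

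The excess of regions in male fru+ only was weighed against technical explanations. It stayed at 2.11 times the mean of the other single-list counts with lists of equal length, and at 8.57 times among strong regions. Without the regions that have a copy elsewhere it was 2.03 times. Length of the list, closeness to the threshold and repeated sequence are thus argued against as the whole cause. A difference between the male fru+ libraries and the others would add and remove regions alike, and absences were also in excess, 2.53 times. Each group has 1 list, so a library effect and FruM status cannot be told apart. FruM status stays a candidate explanation, untested.

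The X excess among sex-discordant regions had more than 1 part. X copy number predicts weak X peaks missing from male lists, and it does not predict strong X regions in males only. Among regions of strength above 50, X made up 65.5% of those in female fru- and not male fru- (52.7 to 76.4), and 49.1% of those in male fru- and not female fru- (36.1 to 62.1), against 18.5% of all regions. With strength taken from the lists of the pair alone these were 68.4% and 72.7%. Copy number alone is thus argued against as the whole cause under both definitions. In fru+ the male share was lower, 30.8% of strong regions in male fru+ and not female fru+, beside 68.1% in the reverse. For the female-only part copy number may suffice in large measure. Rescaling female X summits by 0.5 at the male depth dropped 28.7% of X peaks below the threshold in fru+ and 29.6% in fru-. Within promoter regions of all 4 lists, the X to autosome ratio of median summits was 0.766 and 0.780 in male fru+ and male fru-, and 1.29 and 1.28 in female fru+ and female fru-. A factor from these ratios, 0.595 and 0.612, dropped 18.5% in fru+ and 17.0% in fru-. The share missing from the male list on X exceeded that on autosomes by 18.9 and 25.3 percentage points. The factor itself was estimated from these lists, so this is a description. With that factor 22.3% and 21.6% of the X peaks still above the threshold were missing from the male list, against 14.7% and 8.62% on autosomes, which leaves a part unexplained. With the factor 0.5 these shares on X were 14.9% and 12.0%, near the autosomal share in fru+ and above it in fru-. The rescaling left out X peaks that fell below the threshold, whereas 0 autosomal peaks were left out. Discordance was concentrated in weak regions, so this favours a low share on X, and the comparison is not like for like. How much copy number leaves unexplained is therefore not settled, and it also depends on the factor.

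X regions in both male lists only often lay in 3' UTRs. The share was 45 of 78 (57.7%, 46.6 to 68.0), against 6.52% in random X lists of the same strength. On X it was 4.38% in both female lists only, and on autosomes 7.28% in both male lists only, itself above the 3.36% of random autosomal lists. Of the 45 regions, 0 had a copy elsewhere, and 14 held GAGAGAGA. Location on X, strength and repeated sequence are therefore argued against. Base composition and gene length were not tested, nor was a difference between male and female libraries or sessions. A candidate explanation for the X part is binding of the dosage compensation complex near 3' ends of genes on the male X, which these lists cannot test. For its own male-biased X peaks, the study reported that most overlapped known binding sites of this complex. It also reported enrichment of the recognition motif of the complex there. Whether the regions counted here are the same was not tested.

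At the 3 fru regions shared by all lists, the local over the genome background was 1.06 in male fru+, 1.12 in female fru+ and 1 in both fru- lists. The ratios of fru+ to fru- were 1.06 in males and 1.12 in females, at percentiles 86.1 and 97.5 of 79 other long genes. Wider opening of fru in fru+ cells could give this. Only 3 regions carry it, and the male value was not extreme, so the test was not decisive. From read coverage, which was not analysed here, the study reported more reads across the fru locus in fru+ than in fru- samples.

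Several values differ from those quoted from the study, which tested read counts across replicates, whereas presence in peak lists was counted here. The study also scaled X and autosomes separately before its tests between the sexes, and no such correction was made here, so the X shares are not like for like. Discordant regions numbered 3654, 4152, 2944 and 2754 in the pairs male fru+ and male fru-, male fru+ and female fru+, the female pair and the fru- pair. These are higher than the values quoted from the study above. Male fru+ only had 1234 regions and absent from male fru+ only 720. Both are higher than the values quoted from the study above. The X share of discordant regions in fru- was 32.5%. That is lower than the share that follows from the values quoted above. X regions in both male lists only numbered 78. That is higher than the value quoted above.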
